A study of Rattus norvegicus with 9 samples. Its data were reported in "Divergence of RNA localization between rat and mouse neurons reveals the potential for rapid brain evolution" (2014).

How the data were processed

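The values analysed here came from 9 Affymetrix rat expression arrays, each hybridised with RNA amplified from 1 pool of dendrites severed from cultured hippocampal neurons of Sprague-Dawley rats. According to the labels, neurons were taken at embryonic day 19 and kept in culture for 14 days, and a pool held 100, 200 or 400 dendrites, with 3 arrays per pool size. The deposited values are log2 probe set signals that the authors made with RMA version 2.0 after several rounds of linear RNA amplification. RMA subtracts background, equalises the distributions of the arrays and combines the probes of a probe set. The 9 arrays had medians of 7.46 to 7.53, values ran from 4.45 to 15.6, and none was missing. The median centring and percentile scaling named in the study's methods are not in these values. Mouse arrays were not used here.

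The table held 31099 probe sets. The 57 Affymetrix control probe sets were set aside for quality measures, and the other 31042 were tested without further filtering. Of these, 20826 named 1 gene in the platform's gene table, 436 named several and 9780 named none. Symbols of 20758 probe sets were brought up to date through their Entrez gene ID, and 68 kept the platform's symbol. A gene's value was the median of the probe sets that name it alone, which gave 14217 genes, 4525 of them with more than 1 probe set. No genome came with the data, so no positions are given. Signals on an array depend on each probe's affinity, so ranks below are ranks of signal, and values are not compared between genes as amounts of RNA. The number of arrays limits the precision.

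Differences between pool sizes were tested with limma 3.58.1 in R 4.3.3, in 1 linear model of all 9 arrays with empirical Bayes moderation. The contrasts were 400 against 100, 200 against 100 and 400 against 200 dendrites, a moderated F over the 3 pool sizes, and a slope per doubling of the number of dendrites. Tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were compared between pool sizes with camera from limma, with a preset correlation between genes of 0.01, and with fry. The p values of fry were not adjusted over the lists, so that list calls rest on camera alone. Over 9 arrays, genes were ranked by their median rank, and the 711 genes of the top 5% were compared with each list by Fisher's exact test, two-sided, against all 14217 genes. Concordance was the Pearson correlation over probe sets, and its grouping by pool size was tested by an exact permutation test over the 280 partitions of the arrays into 3 groups of 3. The same partitions served for the overlap of the top 5%. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

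The 30 gene lists covered dendritic and axonal mRNAs, translation, metabolism, channels and receptors, trafficking, RNA transport, stress, nuclear genes, markers of 7 cell types, genes of other organs as a background, and 3 lists of genes that the study picked on these samples. The lists, the tests and the rule for naming genes were fixed before the data were examined. The rule named, per pairwise contrast, the probe sets past the threshold, or the 5 of smallest p in each direction if there were none. It also named the 20 genes of highest median rank, the 3 highest and 2 lowest members of each list with the 2 members that differed most between 400 and 100 dendrites, and the genes the study took for in situ hybridisation. Genes outside this rule are said to be so where they appear.

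The fits were tested on simulated data with the spread of the real arrays. For 400 against 100 dendrites over 31042 probe sets, limma recovered 0 of 50 probe sets changed by 1 log2 unit, 12 of 50 changed by 2, 33 of 50 changed by 3 and 39 of 50 changed by 4, with 4 false calls, and made 0 calls where nothing was changed (1647 had an unadjusted p under 0.05). In the real arrays only 687 did, so the recovery in the real fit may differ from the simulated one. For the same contrast over 14217 genes, camera called the 1 list that was moved (adjusted p = 9.51e-07) and 0 of 29 others. The simulated data were matched to the real arrays in spread. Correlations between genes estimated in the real arrays ran from -0.092 (in situ genes) to 0.486 (nuclear-retained RNAs), with 0.258 for cytosolic ribosomal proteins. The 0 of 29 thus does not give the rate of false list calls in the real arrays. There, at least 1 list was called in 5 of 10 splits of the arrays for 200 against 100 dendrites and 6 of 10 for 400 against 200. For the top 5% of 14217 genes, Fisher's test called the 1 list that was moved (adjusted p = 1.18e-21) and 0 of 29 others. The concordance test gave p under 0.05 in 6 of 100 simulated sets without an effect. Alternatives were quantile normalization, the methods' centring and scaling, the upper part of the probe sets by mean signal, other variance settings, the methods' t-test, the probe set of highest mean per gene, an estimated correlation between genes, the replicate number as a block, other rank limits and each array left out in turn. Added after seeing the data were the removal of 2 arrays together, array weights, and the list alternatives for 200 against 100 and 400 against 200 dendrites.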

Results

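Dendrites of cultured rat hippocampal neurons were severed from their cell bodies, pooled, and their RNA amplified and measured on 9 arrays. There were 3 arrays each for pools of 100, 200 and 400 dendrites. The arrays report a log2 signal for each probe set. The comparisons asked which transcripts gave the highest signal in dendrites, how closely the arrays correlated with each other, and whether the number of dendrites in a pool went with a difference in the transcripts seen.

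The 20 genes of highest median rank were of several kinds and were not tested for a shared function. Among the 20 highest genes were Nnat, an imprinted gene of the developing brain, at 14.65 ± 0.51 (SD, n = 9), Stmn4 of the stathmin family of tubulin-binding proteins at 13.71 ± 0.50, and Neurod2, a transcription factor of excitatory neurons, at 13.60 ± 0.18. The microtubule genes Tubb2b (13.54 ± 0.50) and Macf1 (13.28 ± 0.61), the reticulon Rtn1 (13.30 ± 0.55) and Trim46, which organises parallel microtubules (14.27 ± 0.14), were in the same group, with COX1 (13.97 ± 0.46) and COX2 (13.87 ± 0.38). With a gene's value taken as the median of its probe sets, Rnase1l2 had the highest median rank, at 15.26 ± 0.07. Its probe set stood at the 99.99 percentile of probe sets, so it was not the highest of these. With the probe set of highest mean per gene, Rnase1l2 stood at the 99.99 percentile of genes and was not the highest there either. The remaining members were Myd88, Ice1, Anxa1, Mtmr7, Smim19, Utp20, Sipa1l3, Unc45b, LOC100911962 and Zc3h18, with means of 13.06 for Zc3h18 to 13.73 for Mtmr7. Each of the 20 genes was measured by 1 probe set.

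Genes of cytosolic ribosomal proteins and of oxidative phosphorylation were concentrated in the top 5%. Of 46 cytosolic ribosomal protein genes, 16 were in the top 5%, an odds ratio of 10.3 (Fisher's exact test, adjusted p = 4.72e-09), and the median member stood at the 85.9 percentile. Rpl41 (12.89 ± 0.38, SD, n = 9), Rps28 (12.40 ± 0.43) and Rpl6 (12.07 ± 0.75) were highest, while Rpl23a and Rps4y2 stood at the 18.4 and 5.37 percentiles. Of 80 genes of oxidative phosphorylation, 20 were in the top 5%, an odds ratio of 6.49 (adjusted p = 1.53e-08), with a median percentile of 85.5. Its highest members were Atp5mc3 of the ATP synthase (12.85 ± 0.72) and the cytochrome c oxidase subunits Cox7b (12.53 ± 0.26) and Cox8a (12.26 ± 0.54), while Ndufs1 of complex I stood at the 3.76 percentile. Among 62 translation factors 6 were in the top 5%, Eif4a1 first (12.53 ± 0.17), and among 14 glycolysis genes 3, Ldhb first (12.04 ± 0.48), and neither list passed (adjusted p = 0.353 and 0.129), though translation factors passed when their median rank was compared with random lists (adjusted p = 0.0456).

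Transcripts known to travel into dendrites ranked high as a group but did not pass the test for the top 5%. Of 27 such genes, 5 were in the top 5% (adjusted p = 0.0597), and 19 were above the 50th percentile. Nrgn, which encodes the calmodulin-binding protein neurogranin, was at 12.18 ± 0.17 (SD, n = 9, percentile 99.4), Dlg4, which encodes the postsynaptic scaffold PSD-95, at 11.42 ± 0.14 (98.2), and Cnih2, an auxiliary subunit of AMPA receptors, at 10.94 ± 0.85 (98.2). Homer1 stood at the 19.5 percentile and Fmr1 at the 1.84 percentile. This list passed when replicate 1 or 2 of the 100-dendrite pools, replicate 2 or 3 of the 200-dendrite pools or replicate 2 of the 400-dendrite pools was left out, each of which gave 5 lists past the threshold in place of 4. Of 21 axonal and presynaptic genes, 3 were in the top 5%: Mapt (11.59 ± 0.56), Stmn3 (11.43 ± 0.39) and Syp, which encodes synaptophysin (11.44 ± 0.62). Their adjusted p was 0.318 with a median percentile of 87.2, and 20 of the 21 were above the 50th percentile. The axonal and the dendritic lists passed at the top 10%, at the top 2000 genes and against random lists of the same size (adjusted p = 0.0012 and 0.005), and the axonal list also with the probe set of highest mean per gene.

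Families of synaptic, trafficking and nuclear genes did not pass the test for the top 5%, and most had members at both high and low ranks. In the top 5% were 3 of 75 potassium channels (Kcnh6 at 11.70 ± 0.22 first), 2 of 39 calcium and sodium channels (Cacna1g and Hcn3), 1 of 16 GABA-A receptors (Gabra5), 2 of 14 calmodulin and CaM kinase genes (Camk2g and Calm2), 0 of 24 glutamate receptors and 0 of 16 synaptotagmins. The same count was 3 of 56 for Rab GTPases (Rab8a, Rab7b and Rab1a), 4 of 46 for kinesins and dynein (Dctn6 first), 1 of 30 for RNA granule and transport proteins (Zfp36l1), 4 of 22 for immediate early genes (Nr4a3, Fosl1, Egr1 and, outside the naming rule and chosen after its value was seen, Per1) and 2 of 19 for heat shock and chaperone genes (Hspa5 and Hspe1). Among genes of the nucleus it was 2 of 12 for histones and chromatin (Hmgn1 and Hdac2) and 1 of 3 for nuclear-retained RNAs. That 1 was Meg3 at 10.80 ± 0.57 (SD, n = 9, percentile 97.3), beside Snhg11 (93.4) and Miat (78.6). The list of nuclear-retained RNAs passed with the probe set of highest mean per gene, but not against random lists of the same size (adjusted p = 0.0627). Rab GTPases passed against random lists of the same size (adjusted p = 0.0165).

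Markers of excitatory neurons had the highest median percentile of the cell type lists but did not pass against random lists of the same size (adjusted p = 0.161). The median percentile was 69.5 for 16 pyramidal neuron markers, 48.4 for 15 interneuron markers, 56.7 for 15 oligodendrocyte lineage markers, 53.0 for 11 endothelial markers, 40.8 for 20 astrocyte markers, 39.3 for 19 microglia markers and 28.8 for 15 fibroblast and mural cell markers. The difference between these lists was not tested. In the top 5% were Neurod2 and Bhlhe22 of the pyramidal list and Vwf (12.89 ± 0.20, SD, n = 9) and Esam of the endothelial list. None of the members of the other 5 lists was. The astrocyte markers S100b (9.11 ± 1.57) and Gfap (9.07 ± 1.74) stood at the 91.1 and 86.0 percentiles. Both varied more between arrays than Nrgn, but the neuronal Nefm varied to a similar degree (9.86 ± 1.62). As a background, 56 genes of other organs had a median percentile of 31.9, yet 2 of them were in the top 5%: the pancreatic Ctrb1 (10.89 ± 0.84) and the pituitary Lhb (10.52 ± 0.40).

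Plasticity genes that the study picked as high or low on these samples mostly kept those ranks, which is not independent evidence. Of 28 measured plasticity genes taken as high in rat, 27 were in the top 5% (adjusted p = 3.73e-33), and Nfya at the 91.5 percentile was not. Of 25 taken as low in rat, 0 were in the top 5%, and 1, Macroh2a1 at the 55.8 percentile, was above the 50th. The genes taken for in situ hybridisation were also chosen with these arrays. The study describes them as 9 ortholog pairs with varying differences between rat and mouse, and names no rank in rat as a criterion. Of these, 6 were measured and 4 were in the top 5% (adjusted p = 6.44e-04): Olfm1 (11.12 ± 0.62, SD, n = 9), Commd3 (11.26 ± 0.88), Rps6 (10.71 ± 0.79) and Zfp410 (10.37 ± 0.25). H2az1 stood at the 92.6 percentile and Clasrp at 58.3. By in situ images the study grouped Commd3, Rps6 and Zfp410 as higher in rat dendrites and Clasrp as higher in mouse. Across all 30 lists 4 passed for the top 5%. When a list's median rank was compared in both directions with 10000 random lists of the same size, 8 passed for high ranks and 2 for low ranks, the genes of other organs and those taken as low in rat (adjusted p = 0.0165 and 0.0253).

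**Figure D1:**
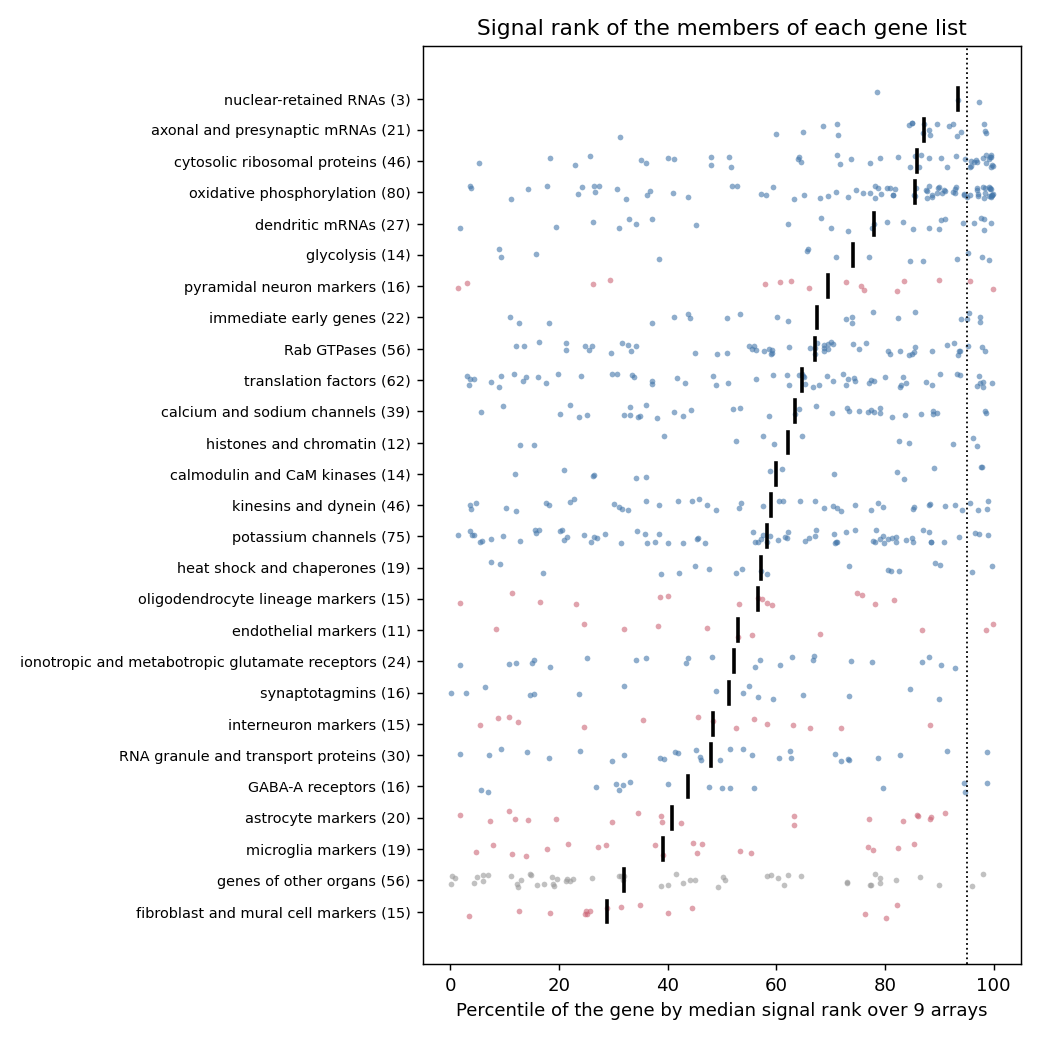
Each point is 1 gene of a list, placed by its percentile among 14217 genes (horizontal axis, percent), and black bars are list medians. Blue lists are functional groups, red lists cell type markers and grey the genes of other organs, with the number of members in brackets. The dotted line marks the top 5%. Ribosomal protein and oxidative phosphorylation genes had medians of 85.9 and 85.5, and genes of other organs 31.9.

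No gene passed the test between the largest and the smallest pools, and those of smallest p belonged to different kinds of genes. Between 400 and 100 dendrites the smallest p among probe sets that were higher belonged to Mllt3, a chromatin reader, which was at 11.97 ± 0.66 in pools of 400 and 8.75 ± 1.78 in pools of 100 (SD, n = 3 each, limma adjusted p = 0.9998), a difference of 3.21 log2 units with a 95% interval of 1.60 to 4.83. Eea1, an early endosome tether, differed by 1.62, and Esyt2, Dop1b and Actr2 by 1.49, 1.97 and 1.98. On the lower side Rnaseh2c, a subunit of a ribonuclease H, differed by -1.76, and Cd5l, Vipas39, Zfp536 and Sart3 by -1.76, -1.41, -1.80 and -1.36. Among the members of lists that the rule named, Col3a1, a fibrillar collagen of fibroblasts, was at 8.38 ± 0.66 in pools of 400 against 6.61 ± 0.57 in pools of 100 (unadjusted p = 0.00397 by limma), and Nefm, a neurofilament subunit, was at 10.66 ± 1.12 in pools of 400 against 8.20 ± 0.80 in pools of 100 (unadjusted p = 0.00759 by limma), Syp at 12.04 ± 0.36 against 10.80 ± 0.25 (unadjusted p = 0.00561 by limma) and Arc, an activity-induced dendritic mRNA, at 7.58 ± 0.26 against 6.38 ± 0.38 (unadjusted p = 0.00539 by limma). Vhl was at 7.79 ± 0.51 against 6.61 ± 0.22 (unadjusted p = 0.00762 by limma). The fibroblast marker Lum was at 8.43 ± 2.84 against 6.10 ± 0.69 (unadjusted p = 0.0622 by limma). On the lower side, the glial Gfap was at 8.56 ± 1.10 against 9.87 ± 1.77 (unadjusted p = 0.273 by limma). Other named members that were lower included Prm1, a gene of other organs (difference -1.184, unadjusted p = 0.0113 by limma), and S100b (-1.445, unadjusted p = 0.168 by limma).

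In limma 0 of 31042 probe sets passed for 400 against 100 dendrites, 687 had an unadjusted p under 0.05 where 1552.1 would by chance, and the methods' t-test also gave 0 (800 unadjusted). With array weights, added after seeing the data, limma gave 0 with 1565 at an unadjusted p under 0.05. These weights ran from 0.426 to 2.516, lowest for replicate 1 of the 400-dendrite pools. At the level of 14217 genes limma also gave 0, with 342 at an unadjusted p under 0.05. camera called 0 of 30 lists. Its smallest unadjusted p values were for oxidative phosphorylation, higher in 51 of 80 members with a median of 0.13 log2 units (adjusted p = 0.294), heat shock and chaperones, higher in 11 of 19 (0.294), axonal and presynaptic genes, higher in 12 of 21 (0.294), and dendritic mRNAs, higher in 16 of 27 (0.294). Without replicate 1 of the 400-dendrite pools 1 list passed, oxidative phosphorylation, and with the probe set of highest mean per gene 2 passed, axonal genes and chaperones. The median standard error of a difference was 0.49 log2 units, so that the median 95% interval reached 1.08 log2 units to either side.

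Between 200 and 100 dendrites, markers of interneurons fell as a group. Of 15 measured markers 12 were lower and 3 higher in pools of 200, with a median difference of -0.44 log2 units (camera adjusted p = 0.0127). With an estimated correlation between genes the adjusted p was 0.281. Among its members, chosen for mention after their values were seen, the neuropeptide genes Cck and Vip were at 6.78 ± 0.42 and 6.31 ± 0.55 in pools of 200 against 8.26 ± 0.48 and 7.47 ± 0.81 in pools of 100 (SD, n = 3 each), and the transcription factor gene Dlx1 at 6.81 ± 0.12 against 8.06 ± 0.16. Tac1 was at 7.70 ± 0.77 against 6.79 ± 0.61. Calb2, the highest-ranked marker, was at 9.32 ± 0.93 against 9.76 ± 1.59. None of the 15 passed on its own, over all genes or adjusted over the list alone. The call was lost without replicate 2 or 3 of the 100-dendrite pools or replicate 3 of the 200-dendrite pools, each of which gave 0 lists, and without replicate 1 of the 200-dendrite pools the 1 list called was cytosolic ribosomal proteins.

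Single probe sets did not pass between 200 and 100 dendrites: limma gave 0 of 31042 with 891 at an unadjusted p under 0.05, and the methods' t-test 0 with 1053. Those of smallest p on the lower side were Clint1, a clathrin adaptor (difference -2.96, limma adjusted p = 0.9998), Ptprz1, a receptor phosphatase of glia (-3.03), Wdpcp (-2.46), Runx1t1 (-2.10) and Khdc4 (-2.32). On the higher side they were Prb1 (2.29), Mllt3 (3.22), Mtif2, a mitochondrial translation initiation factor (2.36), Ralgdsl2 (2.10) and Pcyt1a, an enzyme of phosphatidylcholine synthesis (1.56). Mllt3 was thus at 11.98 ± 0.29 in pools of 200, and Nefm at 10.71 ± 1.55 (SD, n = 3).

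Between 400 and 200 dendrites the interneuron markers rose, with 10 of 15 members higher in pools of 400, a median difference of 0.47 log2 units and a camera adjusted p of 0.0260. With an estimated correlation, again -0.0376, the adjusted p was 0.359. The unadjusted p by fry was 0.00358, again not adjusted over the lists. Vip was at 7.44 ± 0.28 and Dlx1 at 7.88 ± 0.73 in pools of 400, and Cck at 7.66 ± 0.44 (SD, n = 3). Both contrasts share the 200-dendrite arrays, and 400 against 100 dendrites gave a median of 0.04 for this list (camera adjusted p = 0.842). Of 15 oligodendrocyte lineage markers 0 passed over all genes and 1 passed adjusted over the list alone, Opalin, at 5.85 ± 0.54 in pools of 400 against 7.70 ± 0.34 in pools of 200. For the other 29 lists 0 members passed either way in this contrast, and 0 members of all 30 lists did so in the other contrasts. The interneuron call was lost with the probe set of highest mean per gene, without replicate 1 or 3 of the 200-dendrite pools and without replicate 2 of the 400-dendrite pools, which gave 0, 2, 0 and 1 lists. Without replicate 1 of the 400-dendrite pools 3 lists passed, with ribosomal proteins and oxidative phosphorylation, and without replicate 3 of these pools 4 did.

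For single probe sets between 400 and 200 dendrites limma gave 0 of 31042 with 634 at an unadjusted p under 0.05, and the methods' t-test 0 with 872. Lgals8, a galectin, differed by 1.96, Eea1 by 1.62, Lyrm2 by 2.26 and Ptpn22 by 2.58 log2 units and Lgr6 by 2.82-fold on the higher side, and Klk8, a protease of the hippocampus, by -2.12, Hspb9 by -1.98, Vma21 by -1.81, Opalin by -1.85 and Osbpl2 by -1.54 on the lower side, none past the threshold (limma adjusted p = 0.9998 for each). Over the 3 pool sizes together the moderated F gave 0 probe sets with 650 at an unadjusted p under 0.05, and the slope per doubling gave 0 with 763.

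**Figure D2:**
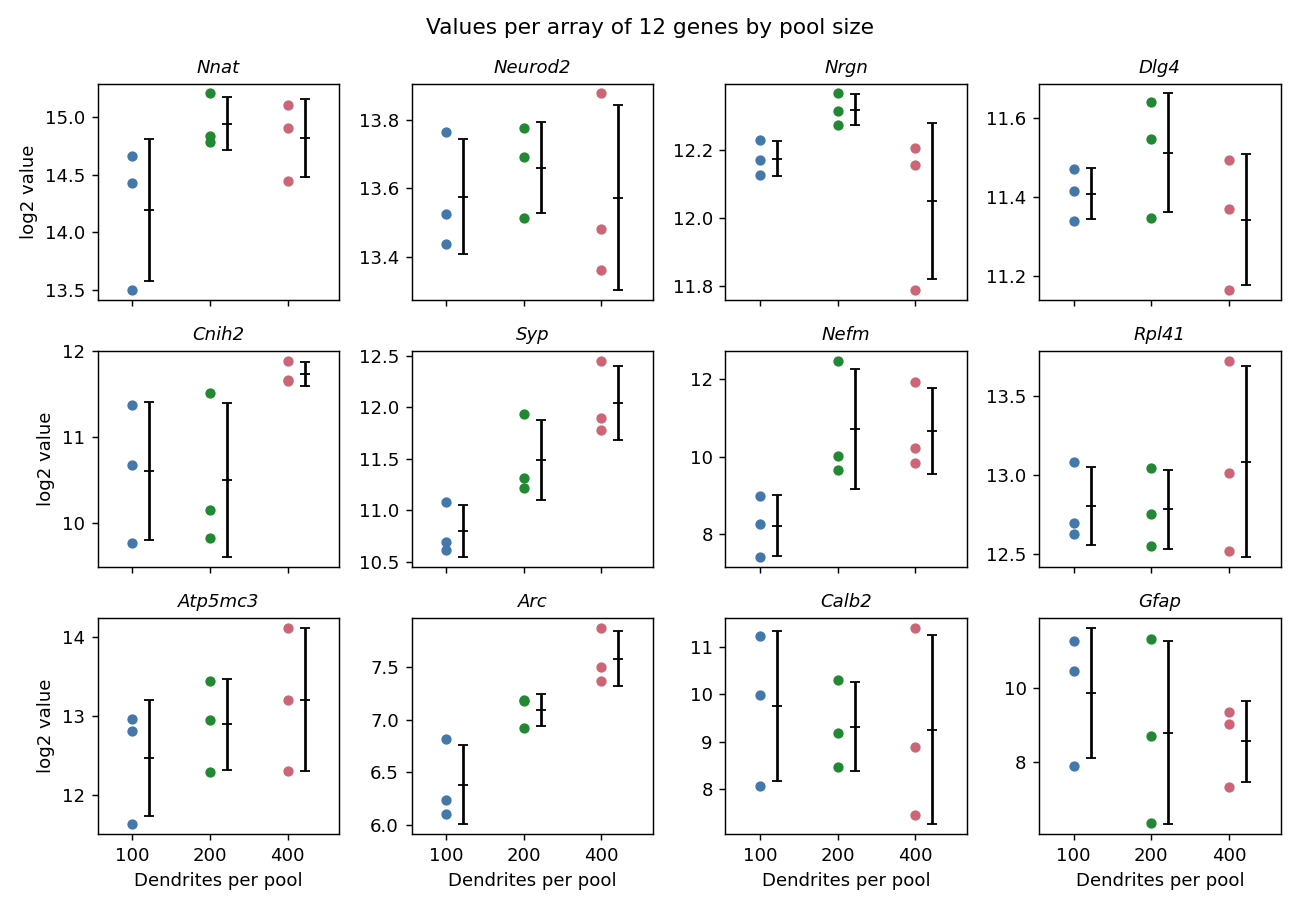
Log2 values (vertical axes, a separate range per gene) of 12 genes in pools of 100, 200 and 400 dendrites. Points are single arrays, and the bars beside them are the mean and SD of 3 arrays. Arc was at 6.38, 7.10 and 7.58 in the 3 pool sizes and Nrgn at 12.17, 12.32 and 12.05, and none of the 12 genes passed the test.

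The genes of highest signal were largely shared between pool sizes. Of the 711 genes in the top 5%, pools of 100 and 200 dendrites shared 86.2%, pools of 100 and 400 shared 84.8% and pools of 200 and 400 shared 86.9%, and 562 genes were in the top 5% of all 3 pool sizes. The mean of 86.0% was not lower than in other partitions of the arrays (exact permutation test, one-sided, p = 0.854), which ranged from 81.3% to 87.3%. Without replicate 2 or 3 of the 400-dendrite pools it was 77.0% or 77.5% (exact permutation p = 0.204 and 0.236). Pairs of single arrays shared 74.1% on average. Both values stand against 5.00% by chance.

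Correlation between arrays was no higher within pool sizes than between them. The mean Pearson correlation over probe sets was 0.813 ± 0.047 (SD, 36 pairs), with a range of 0.678 to 0.878, and probe sets are not independent replicates. It was 0.797 within pools of 100 dendrites, 0.832 within pools of 200 and 0.773 within pools of 400. Within minus between was -0.0163 (exact permutation test, one-sided for higher within, p = 0.989). The lowest mean correlations with the other 8 arrays were 0.749 for replicate 1 of the 400-dendrite pools and 0.777 for replicate 1 of the 100-dendrite pools, and the 21 pairs of the other 7 arrays averaged 0.844.

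These 2 arrays also had the highest signal of the hybridisation controls, bacterial and phage transcripts that the platform's protocol adds to the hybridisation mixture in fixed amounts. The mean of their 18 probe sets was 13.85 in replicate 1 of the 100-dendrite pools and 13.34 in replicate 1 of the 400-dendrite pools, and 11.63 to 12.42 in the other 7 arrays. Without both arrays, a choice made after seeing the data, limma still gave 0 probe sets for 400 against 100, 200 against 100 and 400 against 200 dendrites (1547, 1273 and 1046 at an unadjusted p under 0.05), the interneuron list remained called in 200 against 100 and 400 against 200 dendrites, and 1, 1 and 3 lists passed in the 3 contrasts.

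**Figure D3:**
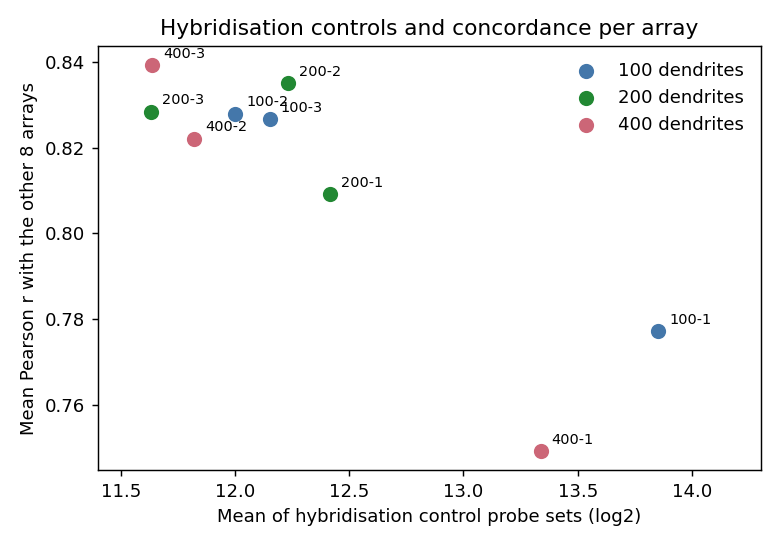
Mean log2 signal of 18 hybridisation control probe sets (horizontal axis) against the mean Pearson correlation of an array with the other 8 (vertical axis). Each point is 1 array, coloured by pool size and named by pool size and replicate. The arrays at 13.85 and 13.34 are those with correlations of 0.777 and 0.749.

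Control probe sets placed along Gapdh and actin had higher mean signal at the 3′ end of the transcript than at the 5′ end in every pool size. For Gapdh the 3′ probe set exceeded the 5′ one by 1.99 ± 0.93 log2 units in pools of 100 (SD, n = 3), 2.29 ± 0.29 in pools of 200 and 1.83 ± 0.86 in pools of 400. For actin the values were 1.01 ± 0.66, 0.57 ± 0.89 and 0.87 ± 1.41, and for hexokinase -0.36 ± 1.53, -0.13 ± 1.25 and 0.99 ± 0.18. Between 400 and 100 dendrites the exact permutation p, two-sided, was 0.9 for Gapdh, 1.0 for actin and 0.4 for hexokinase, where 3 arrays against 3 allow no p under 0.1. The median SD of a probe set over 3 arrays was 0.527 in pools of 100, 0.489 in pools of 200 and 0.572 in pools of 400, values that were not tested. With each array left out in turn these became 0.368 to 0.454, 0.346 to 0.431 and 0.367 to 0.566. The order of the pool sizes thus depended on single arrays.

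**Figure D4:**
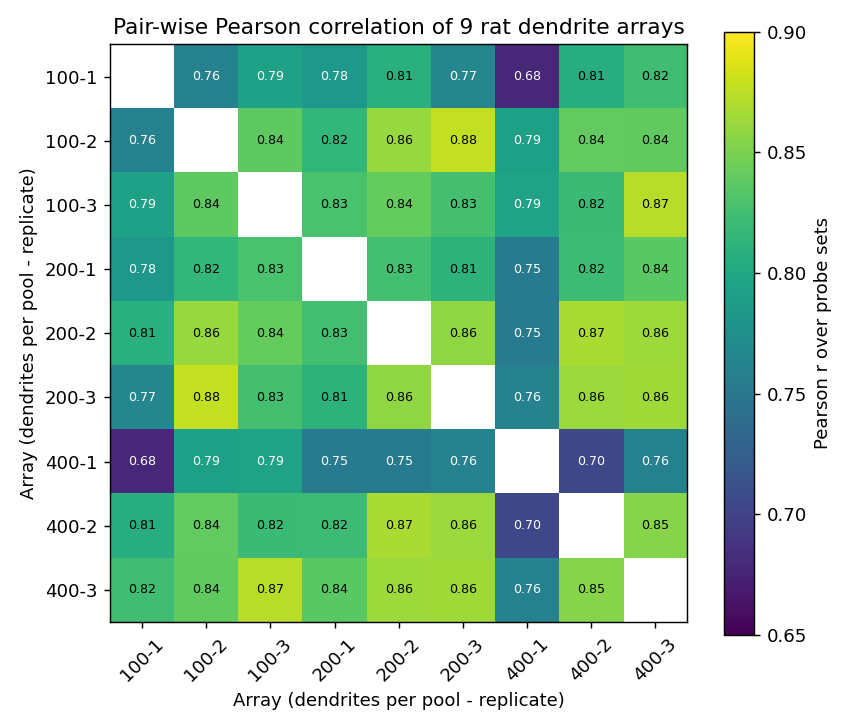
Pearson correlation over 31042 probe sets for each pair of the 9 arrays, named by pool size and replicate on both axes, with colour giving r. The 36 pairs range from 0.678 to 0.878, and the lowest involve replicate 1 of the 400-dendrite pools.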

Values the study reported

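The study gave 0.80 as the average pair-wise Pearson correlation among replicates of its rat and mouse groups, and 0.74 as the average over its amplification controls. It counted 9 biological replicates for rat and put the axonal share of the RNA collected at 5%. Between rat and C57BL/6 dendrites it listed 4713 of 10,833 orthologous genes as differing at a false discovery rate of 0.1%, and between both mouse strains 54 genes.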

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

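Tests chosen only after the results were seen were those of the 2 arrays of lowest correlation, Dixon's ratio over all 9 arrays and the counts over other splits of the arrays, while the test of Gad1, Gad2 and Slc32a1 was set beforehand.

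Over 12 measures per array, 1 value lay far from the others by Dixon's ratio over all 9 arrays, where chance gives about 1 in 20: the median of the microglia markers in replicate 1 of the 100-dendrite pools was 8.10, and the nearest other array had 7.46. Groups of 3 arrays are too small for that ratio, so it was applied over all pool sizes. Among probe sets that name no gene in the platform's table, and which entered no list, 1099 of 9780 (11.2%) had a mean signal above 9.27, the highest among 27 control probe sets for Bacillus subtilis genes. The labels do not say whether these transcripts were added to the samples, so that this level is not known to be a background. Of probe sets that name 1 gene, 2606 (12.5%) did.

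Replicate 1 of the 100-dendrite pools and replicate 1 of the 400-dendrite pools correlated least with the other arrays. Their own pair had the lowest r of all (0.678). Their deviations from the other 7 did not go together (r = -0.009), which goes against a cause that shifts the same probe sets in both. Both deviations subtract the same mean, which by itself raises r, and the r of unrelated arrays was not computed. More 3′ shortened RNA stays open only if it shifted different probe sets in each array, which was not tested. The mean 3′ minus 5′ difference of actin and Gapdh in the lower of both arrays was -1.022 log2 units from the highest of the other 7 (SD 0.775). With hexokinase included it was -0.581 (SD 0.764), and the first array had the highest Gapdh and hexokinase differences of all 9, 2.99 and 1.15. RNA of another cell type stays open too: the highest median over a list of non-neuronal markers was 0.313 log2 units above the other 7 arrays in the first (microglia, 12 of 19 members higher, Ly86 the highest-ranked) and 0.329 in the second (endothelial, 8 of 11 higher, Vwf the highest-ranked), against SDs over members of 0.676 and 0.678. Less labelled sample may account for the pattern only if it adds separate noise to each array, which was not tested, and is kept because the hybridisation controls of both exceeded the highest of the other 7 by at least 0.920 log2 units. Beyond RNA of another cell type, no biological explanation was tested. The 2 arrays belong to different pool sizes but are both replicate 1. Replicate 1 of the 200-dendrite pools came next in both measures, with a mean correlation of 0.809 and hybridisation controls at 12.42.

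Interneuron markers were lowest in the pools of 200 dendrites. The paper describes the neurons it collected as pyramidal, so interneuron dendrites would have entered the pools despite that choice. With this limit, an explanation the design leaves open is that fewer interneuron dendrites may have entered those pools. Gad1, Gad2 and Slc32a1, which define GABA-producing cells, would then each be lowest there, and 2 of 3 were: Gad1 at 6.07 against 6.10 and 6.39 in pools of 100 and 400, Slc32a1 at 5.85 against 6.09 and 6.38, and Gad2 at 6.01 against 6.49 and 5.92. These stand at the 10.8, 8.85 and 12.5 percentiles, near the floor of the arrays, which keeps the question open. Slc32a1 is itself a member of the interneuron list, so its value is not independent of the pattern. The highest-ranked members of the list were Calb2, Calb1 and Sst at 9.44, 8.10 and 7.96, hippocampal neurons also express its genes, 0 of its 15 members are in another list, and although its median was 0.292 and 0.220 log2 units above the other 7 arrays in the 2 arrays of lowest correlation, this list passed in both contrasts without them. Among the 10 splits of the 6 arrays compared, 5 gave as many lists as 200 against 100 dendrites (real count 1, highest other 2) and 6 as many as 400 against 200 dendrites (real count 1, highest other 2). So few splits cannot give a share under 0.05.

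The other counts were 0, which every split equals or exceeds by construction, so that their splits say nothing about chance. These were 10 of 10 splits for lists in 400 against 100 dendrites (highest other 3), 10 of 10 for probe sets in each of the 3 pairwise contrasts (highest other 0), 100 of 100 for the moderated F (highest other 0) and 100 of 100 for the slope per doubling (highest other 5).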

How the results depend on the processing

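Tests chosen only after seeing the data were the removal of 2 arrays together, array weights and the list alternatives for 200 against 100 and 400 against 200 dendrites.

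Probe set counts were 0 in all 89 combinations of a test and an alternative, array weights included and, for the 3 pairwise contrasts only, the methods' t-test at 0.1%, with a smallest adjusted p of 0.1667 and 262 to 1749 probe sets at an unadjusted p under 0.05. For lists in 400 against 100 dendrites, 2 passed with the probe set of highest mean, 1 without both arrays of lowest correlation, and 0 to 1 with each array left out. For 200 against 100 dendrites, 0 passed with an estimated correlation and 0 to 1 with each array left out. For 400 against 200 dendrites, 0 passed with an estimated correlation, 0 with the probe set of highest mean, 3 without both arrays, and 0 to 4 with each array left out. Against random lists 10 passed by median rank, 8 for high and 2 for low ranks, which is another test than that for the top 5%. For lists in the top of the ranks the count was 6 each at the top 10%, at the top 2000 genes and with the probe set of highest mean, and 4 to 5 with each array left out or in 1 pool size alone.

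With the replicate number as a block, lists in 400 against 200 dendrites went from 1 to 0, so that the interneuron call was lost there. Lists in 400 against 100 stayed at 0, in 200 against 100 at 1, and probe sets at 0 in all 5 tests. Arrays of the same number did not shift the same probe sets: over 9 pairs the correlation of deviations was -0.204 to 0.087, and 1 of 9 arrays correlated best with its own number. That measure would miss noise added separately to each array. Replicate 1 of the 400-, 100- and 200-dendrite pools had the lowest mean correlations with the other arrays (0.749, 0.777 and 0.809). The same arrays had the highest hybridisation controls (13.34, 13.85 and 12.42). An effect shared by replicate 1 was therefore not excluded.

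Mean concordance was 0.760 by Spearman and 0.724 in the upper part of the probe sets by mean, against 0.805 to 0.831 with each array left out. For the 3′ minus 5′ difference between 400 and 100 dendrites, leaving out each array gave -0.919 to 0.462 for actin and -0.579 to 0.340 for Gapdh, so that the sign depended on single arrays. For hexokinase it was 1.35 with all arrays and 0.569 to 2.10 with each left out, so that its sign was kept. Median SD was 0.368 to 0.454 in pools of 100, 0.346 to 0.431 in pools of 200 and 0.367 to 0.566 in pools of 400 with each array left out, and 0.368 and 0.367 in pools of 100 and 400 without both arrays, with the SD then taken over 2 arrays.

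The 464 values of 30 named results, each a probe set in 1 contrast, kept their direction, none past the threshold (adjusted p 0.1705 to 1). These results were picked for the smallest p on the same arrays, so that a kept direction is little evidence of robustness. The 68 values of the 4 lists past the threshold for the top 5% kept their call. Of 2842 percentiles of 203 named genes, 162 moved by more than the SD over arrays. Signal over background was not known per probe set, which limits what low values show.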

Other observations

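The comparison of ranks between probe sets of a gene and its examples were chosen only after values were seen, while the tests of low-spread probe sets, of shared-probe suffixes and of 2 probe sets over the arrays were set before their results.

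Different probe sets of 1 gene often ranked far apart. Over 4525 genes with more than 1 probe set, the Spearman correlation across genes of the mean signals of 2 probe sets was 0.0944 (0.0108 after shuffling), and the gap in percentile exceeded 50 for 22.2% of them, with a median gap of 26.7. Examples are Kcnip3, whose 2 probe sets stood at the 33.4 and 99.98 percentiles of probe sets, Camk2b at 28.9 and 98.3, Zfp410 at 44.9 and 99.8, and Egfl7 at 24.0 and 98.0, while the probe sets of Dlg4 stood between 91.1 and 99.5 and those of Meg3 between 94.9 and 98.2.

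A hypothesis was that differences between arrays are not set by the transcript for most probe sets, and the test could have excluded it: over the 9 arrays the median correlation of 2 probe sets of a gene exceeded that of shuffled pairs by only 0.025, under the 0.05 set in advance, though more than shuffling gives (permutation test, one-sided, p = 0.0032). In genes whose probe sets were both above the median signal (1266 genes) the median correlation was 0.0302. Another hypothesis, that top 5% probe sets with a low spread between arrays do not measure the named gene, stays open: the median percentile of the gene's other probe sets was -1.109 from that of high-spread ones (permutation test, one-sided, p = 0.324). Another, that such probe sets match several transcripts, stays open too, with suffixes of shared probes in 6.06% against 5.80%, a difference of 0.258 (Fisher's exact test, p = 0.915). No biological explanation was tested.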
